A study of Saccharomyces cerevisiae with 12 samples. Its data were reported in "Slx5/Slx8‐dependent ubiquitin hotspots on chromatin contribute to stress tolerance" (2019).

How the data were processed

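RNA levels were measured in budding yeast (Saccharomyces cerevisiae) with Affymetrix GeneChip Yeast Genome 2.0 arrays, which carry probe sets for S. cerevisiae and for the fission yeast S. pombe. Cells were grown at 30°C in rich medium with 2% glucose and harvested in mid-log phase at an OD600 of 0.7 to 1, and biotin-labelled antisense RNA was made from 300 ng of total RNA. The 12 arrays form 4 groups of 3. In experiment A a strain lacking EUC1 (euc1∆) was compared with a wild-type strain, and in experiment B a strain with the lysine-to-arginine exchange K231R in Euc1 (euc1-K231R) was compared with wild-type arrays of its own. The series describes the arrays of a group as biological triplicates.

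The authors deposited a table of log2 expression values made with RMA, which corrects background, normalises arrays by quantiles and summarises the probes of a probe set. The submitters' processing notes name RMA and limma, and their versions are not given in the sources used here. The deposited values of 10928 probe sets lay between 2.60 and 15.4. No exact value was shared between an array of experiment A and an array of experiment B, whereas pairs of arrays within experiment A shared 100 to 132 values and pairs within experiment B shared 15 to 36, so the experiments were taken as normalised in separate runs. Levels were therefore tested only within an experiment, and a planned test of the wild-type arrays of experiment B against those of experiment A was not run. The authors also deposited, for each mutant, a table of log2 fold changes and adjusted p-values over all probe sets. Their log2 fold changes equalled the differences between group means of the value table to within 7.4e-09. Their adjusted p-values for euc1-K231R were matched by a limma fit of the 6 arrays over all probe sets (20 probe sets under 0.05 in each). For euc1∆ the authors' deposited table had 18 probe sets under 0.05, against 2 in a 6-array and 8 in a 12-array limma fit, and which settings produced the deposited p-values was not found.

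Of the probe sets, 5713 carried an S. cerevisiae gene name, 4999 an S. pombe name, 166 were controls and 47 had no gene name. The remaining 3 stood outside the comparison tables. The 132 S. cerevisiae probe sets whose suffix marks a match to several transcripts were left out, which left 5581 probe sets for 5581 genes. Symbols came from an NCBI RefSeq gene table of assembly R64, in which 5564 of the genes were found. A symbol was used for 5098 genes and the systematic name for 483. The genome build behind the array annotation is not given in the sources used here, so that table served only for names and for which genes lie next to each other, and no coordinates are printed. The level of the S. pombe probe sets, which have no target in these samples, served as the background. Their median was 3.95 and their 95th percentile 5.30 on the log2 scale, and 5433 genes (97.3%) had a mean above that percentile. The number of arrays, 3 per group, limits the precision.

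Each mutant was compared with the wild type of its experiment with limma (lmFit and eBayes, limma 3.58.1 in R 4.3.3) over 6 arrays. P-values were adjusted over 5581 genes by the method of Benjamini and Hochberg, and a gene was called at an adjusted p under 0.05. The difference between the effects of the mutants was tested in a limma fit of all 12 arrays with 4 group means, as the euc1∆ effect minus the euc1-K231R effect. Gene lists were tested with camera, two-sided, with the inter-gene correlation preset at 0.01 and adjustment over 36 lists of at least 4 measured genes. Camera with an estimated correlation and fry were alternatives. The mutants have no control array in common. Fold changes of all genes were compared between the mutants by correlation across genes, which are not independent replicates, and the overlap of calls was set against the product of both counts divided by the number of genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

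The groups, tests, gene lists, most alternatives and the rule for naming genes were fixed before the data were examined. The lists were written after reading the study, including supplementary values for euc1-K231R, so they are not blind to that comparison, and the genes next to ub-hotspots and the genes named by the study were taken from it. The list of genes next to ub-hotspots holds those marked in a supplementary array table, fewer than the study counts in its text, and the absent gene was not identified. Array weights, and hotspot counts in the authors' deposited tables, were added as alternatives after seeing the data. In each comparison with wild type the rule named EUC1, the ub-hotspot adjacent genes, the neighbours of EUC1, genes named by the study, pyrimidine and marker genes, up to 10 called genes with the largest rise and 10 with the largest fall whose mutant arrays all lay on 1 side of the wild-type arrays, and up to 4 members with the smallest p of each list described. For the difference of effects it named the 5 genes with the smallest adjusted p.

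The gene test was checked on simulated values for 5581 genes, of which 200 were changed. They had the means of the real arrays and spreads moderated across genes by limma. At a log2 change of 0.5 the euc1∆ comparison recovered 64 of 67 changed genes (95.5%) and the euc1-K231R comparison 66 of 67 (98.5%), and all genes changed by 1 or 2 were recovered in both. The unchanged genes called were 8 for euc1∆ and 11 for euc1-K231R, or 3.90% and 5.24% of the calls. For the difference of effects 29 of 33 genes with a difference of 0.5, 36 of 37 with 1 and 30 of 30 with 2 were recovered, and 8 unchanged genes were called (7.77%). A list of 18 genes shifted by 0.3 was called in both comparisons and none of the 35 unshifted lists was. The simulated noise was independent between genes, which does not hold for the real lists. With 200 changed genes the adjusted threshold is also reached at larger p than in the real comparisons, which called 7 and 50 genes. The recovered shares therefore do not carry over to the real arrays, where SSF2, at -0.84 in euc1∆, was not called. Alternatives covered the probe sets tested, a filter at the S. pombe level, the variance prior, median centring, quantile normalisation, the threshold, the arrays in the fit, each array left out in turn, the replicate number as a block and the authors' deposited tables.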

Results

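Transcript levels of 5581 yeast genes were measured on 12 arrays, in 4 groups of 3 biological replicates. Euc1 is the protein that marks ub-hotspots, chromosomal sites at which ubiquitin and the SUMO-targeted ubiquitin ligase Slx5/Slx8 accumulate. Experiment A compared euc1∆ cells with wild type, and experiment B compared wild type with euc1-K231R cells, in which a lysine of Euc1 is replaced by arginine. The median log2 level of the genes lay between 10.4 and 10.6 on the 12 arrays. Arrays of a group correlated across genes with an r of 0.996 to 0.999, and the median SD of a gene within a group was between 0.05 (wild type, experiment A) and 0.07 (euc1-K231R). Below, fold changes are log2 values, mutant minus wild type, each from 3 arrays against 3.

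The comparison of euc1∆ with wild type asks which transcripts change when Euc1 is absent. EUC1 (YMR111C) fell from 9.10 ± 0.07 to 3.75 ± 0.12 (SD, n = 3), a log2 fold change of -5.36 ± 0.07 (SE) with an adjusted p of 2.3e-07. The mutant arrays, at 3.64 to 3.88, lay below the 95th percentile of the S. pombe probe sets (5.30), so the array background limits this fold change. Among the other genes, COS8 (YHL048W), a member of a family of genes near chromosome ends, rose by 0.87 ± 0.05 (SE, adjusted p = 0.0023). MED11 (YMR112C), which encodes a Mediator subunit and lies directly beside EUC1 on chromosome XIII, fell by 0.76 ± 0.06 (SE, adjusted p = 0.015).

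In all, 7 of 5581 genes changed in euc1∆, 3 higher and 4 lower, and 690 had an unadjusted p under 0.05. The remaining genes were YIR042C (0.63) and YGL262W (0.51), both of unknown function and both higher, and FCY22 (-0.58), related to purine-cytosine permeases, and MSH5 (-0.46), a meiotic recombination gene, both lower. Their adjusted p lay between 0.031 and 0.047, and YGL262W had means of 5.82 and 6.34 here but of 3.93 and 3.76, at the S. pombe level, in experiment B. For all 7 genes the mutant arrays lay apart from the wild-type arrays. This held for 1009 genes in total (18.1%), where chance gives 10%. The other measured neighbours of EUC1 had values of 0.22 for HFD1, -0.10 for MYO5 and 0.08 for FOL3, none past the threshold. After quantile normalisation 3 genes were higher and 8 lower. The number of genes depended on single arrays: it was 3 without wild-type replicate 1, 2 without wild-type replicate 2, wild-type replicate 3, mutant replicate 1 or mutant replicate 2, and 21 without mutant replicate 3. In those first 5 fits MED11, FCY22, MSH5 and YGL262W were not past the threshold, with adjusted p up to 0.160, 0.212, 0.232 and 0.212, and YIR042C passed only without wild-type replicate 1. EUC1 and COS8 passed in all 6. YGL262W was also lost with the trended, robust prior (adjusted p = 0.0802) and YIR042C in the 12-array fit (adjusted p = 0.192).

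**Figure D1:**
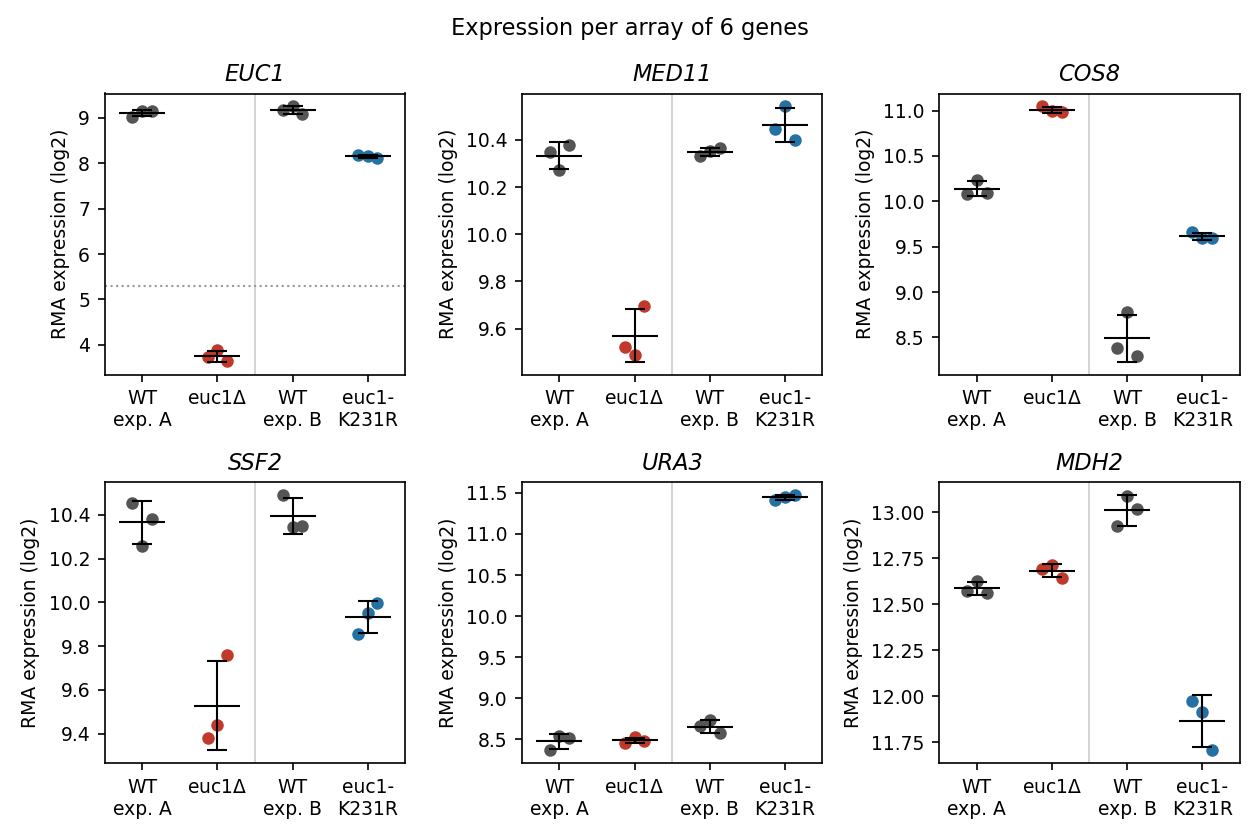
Log2 expression of EUC1, MED11, COS8, SSF2, URA3 and MDH2 on each array (dots) in the 4 groups, with the mean and SD of 3 arrays; the dotted line is the 95th percentile of the S. pombe probe sets (5.30). EUC1 lies at 3.64 to 3.88 on the euc1∆ arrays, and URA3 has means of 8.65 in wild type and 11.45 in euc1-K231R in experiment B.

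The genes next to ub-hotspots address whether Euc1 at these sites affects nearby transcription. None of the 14 genes on this list was called in euc1∆ with limma after adjustment over all genes (0 of 14), while 5 had an unadjusted p under 0.05. Adjusted over the list alone, 4 passed: SSF2, a ribosome assembly factor, was lower (-0.84 ± 0.11 SE), and ATG19 (0.43), MCH1 (0.16) and ATG34 (0.24) were higher. ATG19 and ATG34 encode autophagy receptors. The adjusted p of SSF2 over all genes was 0.082, and its level was 10.37 ± 0.10 in wild type and 9.53 ± 0.20 in euc1∆ (SD, n = 3). RCO1, a subunit of the Rpd3S histone deacetylase, had a value of 0.17 ± 0.06 (SE) and an adjusted p of 0.32. The median size of change was 0.11 over the list and 0.05 over all genes. Without mutant replicate 3, SSF2 (-0.95, adjusted p = 0.0082) and ATG19 passed over all genes (2 of 14), and SSF2 also passed with a trended, robust prior (adjusted p = 0.022), in the 12-array fit (adjusted p = 0.0018) and in the authors' deposited table (adjusted p = 0.0142). The study names SIR2 and HSP12 as lower in euc1∆ cells, whose transcriptome it reports by RNA sequencing, a different assay. It names CIN5 and TEC1 as deregulated on overexpression of EUC1, a different condition. On these arrays SIR2 (0.01), HSP12 (0.10), CIN5 (0.04) and TEC1 (-0.04) did not pass.

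**Figure D2:**
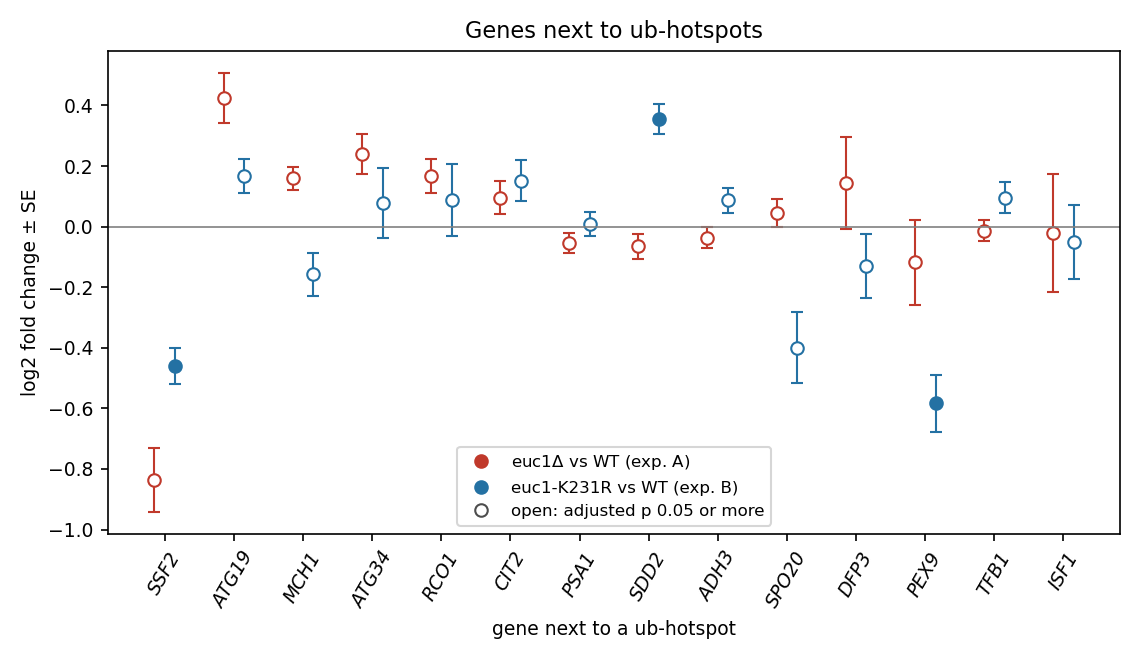
Log2 fold change against wild type, with its SE (3 arrays against 3), of the 14 genes next to ub-hotspots in euc1∆ (experiment A) and euc1-K231R (experiment B); filled points have an adjusted p under 0.05 over all genes. SSF2 is lower in both mutants, at -0.84 (not past the threshold) and -0.46 (past it).

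Of the 36 gene lists, 4 moved in euc1∆ relative to other genes when tested with camera, a set test that compares a list with the remaining genes. Ribosome biogenesis genes were lower (38 of 39 members, median -0.09, adjusted p = 2.6e-06), with RRP5 at -0.15, UTP4 at -0.25 and NOP4 at -0.23. Purine biosynthesis genes were higher (16 of 18 measured members, median 0.10, adjusted p = 1.3e-05), with ADE17 at 0.26, MTD1 at 0.29, ADE1 at 0.18 and SHM2 at 0.17. A probe set of the list member IMD2 that matches several transcripts was not used. It had the opposite direction, at -0.67 ± 0.11 (SE, limma adjusted p = 0.135 over the S. cerevisiae probe sets). Amino acid biosynthesis genes were also higher (37 of 49, median 0.05, adjusted p = 0.0011), among them ARG4 at 0.22, ARG56 at 0.23 and GLN1 at 0.14 but not LYS20 at -0.18, as were the genes of sulfate assimilation and methionine synthesis (18 of 23, median 0.03, adjusted p = 0.045). With an estimated correlation none of these held in camera (0 lists): the adjusted p = 0.99 for ribosome biogenesis and adjusted p = 0.94 for the others, and fry called 0. No single member passed over all genes, and adjusted over the list alone 8 purine genes and ARG4 passed.

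The array means of the ribosome biogenesis list were 12.32, 12.32 and 12.28 in wild type and 12.11, 12.17 and 12.35 in euc1∆, so mutant replicate 3 lay above all wild-type arrays. Its general stress genes stood apart in the other direction, at 9.47 against 9.90 and 9.71 on the other mutant arrays and 9.54 to 9.67 in wild type. The purine means did not overlap, at 12.76 to 12.80 in wild type and 12.88 to 12.89 in euc1∆. The sulfur list was not called after median centring (adjusted p = 0.053) or quantile normalisation (adjusted p = 0.110), nor without wild-type replicate 2 (adjusted p = 0.119), wild-type replicate 3 (adjusted p = 0.0896) or mutant replicate 3 (adjusted p = 0.349). Without wild-type replicate 1, 8 lists were called. The other 32 lists had adjusted p between 0.092 (ergosterol biosynthesis) and 0.986, among them the mating-type a (0.173), mating-type alpha (0.805), pheromone response (0.247) and sporulation (0.598) lists that mark other cell states.

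The comparison of euc1-K231R with wild type asks which transcripts change when Euc1 is present but carries the exchanged residue. The study reports this lysine as the main site at which Euc1 is modified with SUMO, and as required for ub-hotspots. It also found less Euc1 bound at some of the sites tested in this mutant. URA3 (YEL021W), an enzyme of pyrimidine synthesis, rose by 2.79 ± 0.05 (SE, adjusted p = 3.2e-07). The study describes this mutant allele as carrying a URA3 marker. The dipeptide transporter PTR2 rose by 1.16 (adjusted p = 0.0020) and COS8 by 1.13 ± 0.12 (SE, adjusted p = 0.0074). Falls were seen in YNL018C (-1.71 ± 0.12 SE), of unknown function, the cytosolic malate dehydrogenase gene MDH2 (-1.15 ± 0.08 SE) and EUC1 itself, which fell from 9.17 ± 0.08 to 8.15 ± 0.04 (SD, n = 3) with a log2 fold change of -1.02 ± 0.05 (SE, adjusted p = 1.8e-04). The mutant mean of YNL018C, 5.12, lay below the S. pombe 95th percentile (5.30), so the array background limits its fold change.

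In euc1-K231R 50 genes changed, 10 higher and 40 lower, with 1080 at an unadjusted p under 0.05. Only 6 changed by more than 1 on the log2 scale, and 46 lay outside pyrimidine synthesis and EUC1. All 50 had mutant arrays apart from wild-type arrays, as had 1440 genes (25.8%), where chance gives 10%. The smaller rises were in YGR035C (0.49), ICS2 (0.44), the aminopeptidase gene AAP1 (0.40), SDD2 (0.36), ICY1 (0.30), AIF1 (0.29) and YLR297W (0.26). Among the falls were CSS1 (-0.96), the riboflavin synthesis gene RIB4 (-0.93), the stress genes HSP12 (-0.88) and DDR2 (-0.84), the polyamine exporter gene TPO2 (-0.86), the sporulation gene SPS22 (-0.84, with a mutant mean of 5.17 at the S. pombe level) and YNL034W (-0.83). In pyrimidine synthesis URA1 (-0.76) and URA4 (-0.73) fell, URA2 had a value of -0.25 (adjusted p = 0.077) and URA10 of -0.05. Of the 8 measured pyrimidine genes 1 rose, 2 fell and 5 did not pass. That list was not called (adjusted p = 0.413), its median was -0.06 and its mean, which holds URA3, 0.15. MED11 had a value of 0.11 (adjusted p = 0.26), HFD1 of 0.08, MYO5 of 0.02 and FOL3 of -0.01. After quantile normalisation 25 genes were higher and 44 lower, and after median centring 21 and 89. The count of 50 was 17 without wild-type replicate 1, 24 without wild-type replicate 2, 11 without mutant replicate 2 and 103 without mutant replicate 3. URA3, URA1, URA4, RIB4, MDH2, ADR1, PTR2, CSS1 and YNL018C passed in every setting tried for named genes. COS8 was lost without mutant replicate 2 (adjusted p = 0.0692), as was SPS22 (adjusted p = 0.0692). HSP12, AAP1 and YGR035C were lost without that array or wild-type replicate 1, with adjusted p up to 0.168, 0.0938 and 0.106. ICS2 and YNL034W were lost without either of these or wild-type replicate 2 (up to 0.169 for each). ICY1 and YLR297W failed without those 3 arrays and without mutant replicate 1 (up to 0.216 and 0.231), YLR297W also without wild-type replicate 3. Of the 6 fits without 1 array AIF1 passed only without wild-type replicate 3 (up to 0.219) and DDR2 only without mutant replicate 1 (up to 0.219). Quantile normalisation ended the calls of ICS2 (adjusted p = 0.0532) and AIF1 (adjusted p = 0.0523), and the 12-array fit those of YGR035C (adjusted p = 0.0948), TPO2 (adjusted p = 0.0545) and YLR297W (adjusted p = 0.0634).

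Of the 14 genes next to ub-hotspots 3 were called in euc1-K231R. SDD2 was higher (0.36 ± 0.05 SE, adjusted p = 0.027), and SSF2 (-0.46 ± 0.06 SE, adjusted p = 0.021) and the peroxisomal import receptor gene PEX9 (-0.58 ± 0.09 SE, adjusted p = 0.048) were lower. PEX9 had mean levels of 5.35 in wild type and 4.77 in the mutant, the latter below the S. pombe 95th percentile (5.30), so the array background limits its fold change. Its call was lost with the trended, robust prior (adjusted p = 0.0551) and after quantile normalisation (-0.41, adjusted p = 0.0537). Adjusted over the list alone, 4 passed, the additional gene being SPO20 (-0.40), and 5 had an unadjusted p under 0.05. RCO1 had a value of 0.09 and SIR2 of 0.12, and neither passed. The number called was 0 without wild-type replicate 1, 0 without mutant replicate 2, 1 (SSF2) without wild-type replicate 3 and 2 without wild-type replicate 2, where PEX9 was lost, and 0 in the authors' deposited table (SSF2 adjusted p = 0.0802). The adjusted p of SDD2, SSF2 and PEX9 reached 0.169, 0.140 and 0.214 in the fits without 1 array. DFP3, at -0.13 and not called, was at 0.09 after quantile normalisation.

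With camera 13 of the 36 lists were called in euc1-K231R, 6 lower and 7 higher. Genes of gluconeogenesis and the glyoxylate cycle, which glucose represses, were lower (17 of 20, median -0.21, adjusted p = 1.4e-06): MDH2 and the transcription factor gene ADR1 (-0.72) fell, and 11 passed adjusted over the list alone. Aft1-driven iron uptake genes were lower (18 of 23, median -0.14, adjusted p = 3.4e-05): the ferric reductase gene FRE4 (-0.68) fell, and 7 passed adjusted over the list alone. General stress genes were lower (19 of 30, median -0.07, adjusted p = 0.037), with falls of HSP12, DDR2, SIP18 (-0.72) and GAC1 (-0.51). Markers of sporulating diploid cells were lower (21 of 31, median -0.14, adjusted p = 0.0049), with falls of SPS22, HOP1 (-0.55) and SPO1 (-0.36), and with a median of -0.01 and adjusted p = 0.95 after quantile normalisation. Ribosomal protein genes (88 of 121, median -0.03, adjusted p = 0.014) and hexose transporter genes (9 of 12, median -0.09, adjusted p = 0.046) were also lower, with no member called. With an estimated correlation 0 lists were called (adjusted p = 0.77 for ribosomal proteins and adjusted p = 0.73 for the other 12), and fry called 0.

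The 7 lists called higher in euc1-K231R had medians of 0.03 to 0.11. They were cell cycle genes (24 of 31, adjusted p = 0.0038, with the ribonucleotide reductase gene RNR1 at 0.19 and MCM3 at 0.17), chaperones (17 of 23, adjusted p = 0.0042, SIS1 at 0.27 and MDJ1 at 0.26) and the citric acid cycle (13 of 15, adjusted p = 0.0042, IDH1 at 0.19 and ACO1 at 0.18). LSC2, in the last of these, was called in the opposite direction (-0.32). The others were seripauperins (8 of 9, adjusted p = 0.032), silencing genes (8 of 10, adjusted p = 0.033), the histone variant H2A.Z with its SWR1 remodeller (11 of 13, adjusted p = 0.038) and the proteasome (26 of 34, adjusted p = 0.045). With an estimated correlation each of the 7 had an adjusted p = 0.73. The remaining 23 lists had adjusted p from 0.0716 (SUMO, SUMO-targeted ligases and Cdc48) to 0.967, and those for mating type a (0.301), mating type alpha (0.584) and pheromone response (0.128) were among them.

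Several of these calls rested on single arrays. General stress was lost without wild-type replicate 2 (adjusted p = 0.0882) or mutant replicate 3 (0.205), silencing without wild-type replicate 2 (0.135) and seripauperins without mutant replicate 1 (0.0736). Ribosomal proteins were lost without wild-type replicates 1 (0.0541) or 3 (0.426) or mutant replicates 1 (0.557) or 2 (0.0883). Hexose transporters and the proteasome were lost without wild-type replicates 1 or 2 or mutant replicates 2 or 3, with adjusted p up to 0.205 and 0.273, and the SWR1 list without wild-type replicate 1 or mutant replicates 1 or 2, up to 0.0731. Among the members named, LSC2 and SPO1 were not past the threshold in any fit that left out 1 array (adjusted p up to 0.231 and 0.214). SIP18 and HSP12 were lost without wild-type replicate 1 or mutant replicate 2 (up to 0.110 and 0.168), HOP1 without mutant replicates 1 or 2 (up to 0.153), FRE4 without wild-type replicates 1 or 2 or mutant replicate 2 (up to 0.144), and GAC1 without these or mutant replicate 3 (up to 0.214). Quantile normalisation ended the calls of HOP1 (-0.35, adjusted p = 0.0875), SPO1 (-0.18, adjusted p = 0.119) and GAC1 (-0.31, adjusted p = 0.0788). SPO1 and GAC1 were also lost with the trended, robust prior (adjusted p = 0.0825 and 0.0590) and in the 12-array fit (adjusted p = 0.0704 and 0.0868). Quantile normalisation left 6 lists called, 4 higher and 2 lower, and ended the calls of general stress (adjusted p = 0.0652), silencing (0.0690), the SWR1 list (0.0775), the proteasome (0.105), ribosomal proteins (0.136), hexose transporters (0.290) and sporulation. Median centring ended the calls of hexose transporters (adjusted p = 0.0671) and the proteasome (0.0767), and a filter at the S. pombe level that of the proteasome (0.0510). After quantile normalisation the median of gluconeogenesis and the glyoxylate cycle was -0.07, that of general stress -0.02 and that of ribosomal proteins -0.02, and after median centring those of ribosomal proteins and the proteasome were -0.05 and 0.02.

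**Figure D3:**
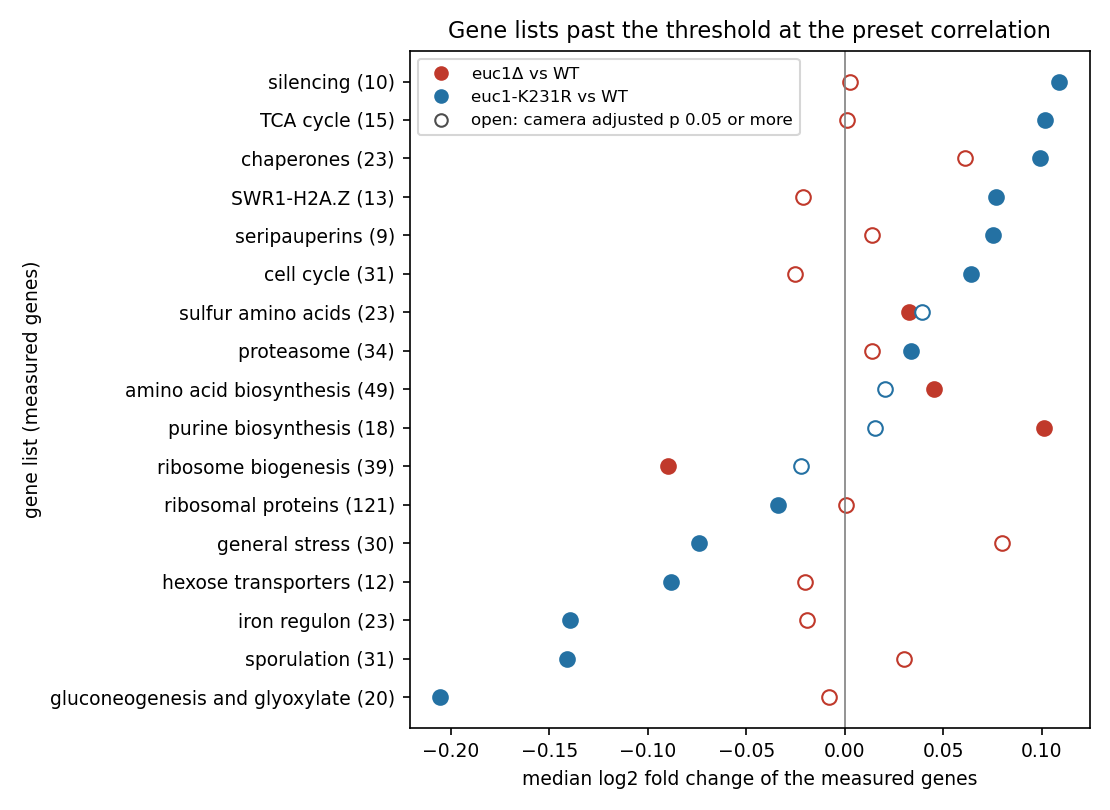
Median log2 fold change of the measured genes of the 17 lists called in either mutant with camera at the preset correlation, for euc1∆ and euc1-K231R; filled points have an adjusted p under 0.05. Medians run from -0.21 (gluconeogenesis and glyoxylate) to 0.11 (silencing), both in euc1-K231R; after quantile normalisation the former is -0.07, and with an estimated correlation 0 lists were called in either mutant.

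Whether the mutants differ in their effects was tested directly, as the euc1∆ effect minus the euc1-K231R effect. Each effect comes from a separate experiment, and the euc1-K231R allele is described as carrying a URA3 marker. The difference therefore does not separate the alleles from the marker or from the experiment. The difference passed for 70 genes, 43 with a positive and 27 with a negative difference, and 935 had an unadjusted p under 0.05. The smallest adjusted p belonged to EUC1 (-4.34, limited by the array background in euc1∆), URA3 (-2.78), RIB4 (1.01), URA1 (0.80) and URA4 (0.80). MED11 differed by -0.88 (adjusted p = 1.8e-04). For COS8 the difference was -0.26 (adjusted p = 0.375) and for SSF2 -0.38 (adjusted p = 0.179), neither past the threshold. Of the 50 genes called in euc1-K231R, 25 differed between the mutants, and 5 of the 7 called in euc1∆ did. After median centring 74 differences were positive and 23 negative. The count was 21 and 25 without wild-type replicates 2 and 3 of experiment A, 28 and 35 without euc1∆ replicates 1 and 2, 27 and 36 without wild-type replicates 1 and 2 of experiment B, and 44 and 26 without euc1-K231R replicates 1 and 2.

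Changes common to the mutants were few. Of the 2 genes called in both, EUC1, lower in both, is the gene deleted or altered by design, and COS8, higher in both, was the only other (expected number of genes higher in both 0.0054). Without euc1-K231R replicate 2, COS8 was no longer called there and 1 shared gene was left. Across all 5581 genes, which are not independent replicates, the fold changes correlated with r = 0.12 and rho = 0.053, and 51.8% of genes had the same sign. The r was 0.0720 without wild-type replicate 1 of experiment A, 0.0471 without euc1∆ replicate 2 and 0.0791 without euc1-K231R replicate 1. Of the 50 genes called in euc1-K231R, 22 had the same sign in euc1∆, and 4 of the 7 called in euc1∆ had the same sign in euc1-K231R.

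**Figure D4:**
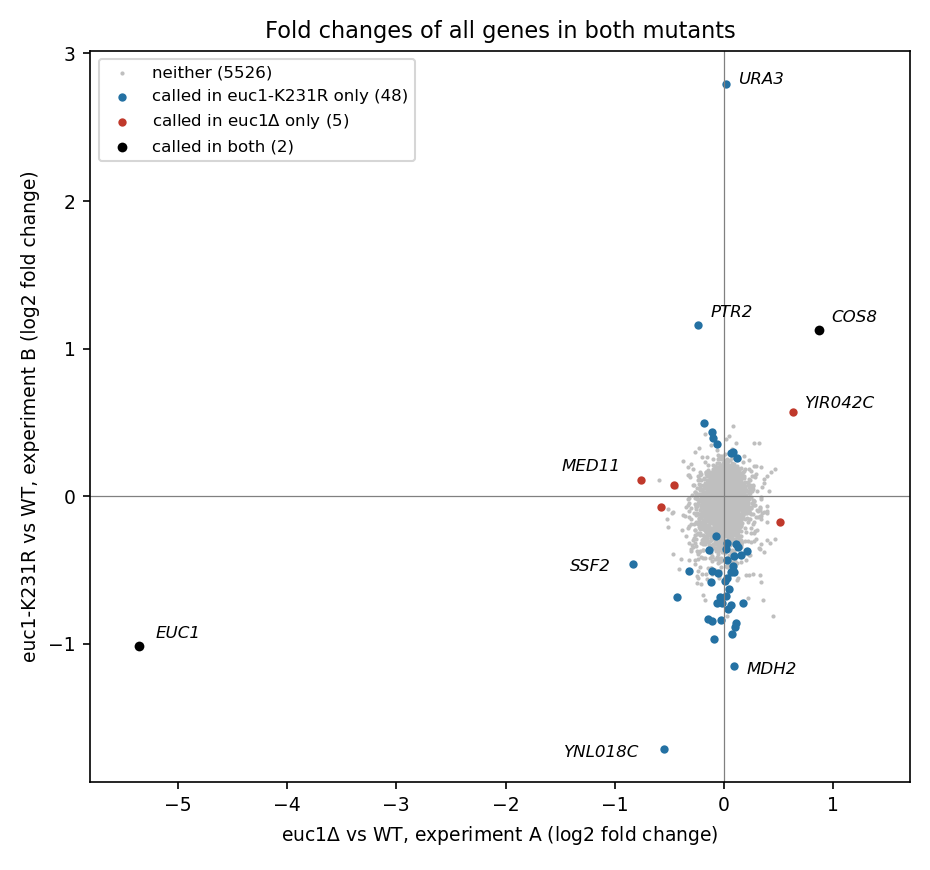
Log2 fold change of each of 5581 genes in euc1∆ (x axis) and in euc1-K231R (y axis), coloured by the comparison in which the gene was called. EUC1 and COS8 were called in both, and across genes r was 0.12.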

Values the study reported

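By RNA sequencing of euc1∆ cells, the study reported that 2 of 15 genes neighbouring ub-hotspots were significantly altered, RCO1 upwards and SSF2 downwards. In the same cells more than 150 genes were reported to change at P < 0.01. For euc1-KR cells the study reported no strongly deregulated genes. Its supplement gives an array comparison for this mutant, so that report is not a separate result from RNA sequencing.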

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

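Of the tests in this part, those on splits of the arrays and on scaling for MED11 were planned, and those on the neighbours of EUC1, on other COS genes, on chromosome ends, on the URA3 marker and on growth stage were chosen after the result was seen.

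The effects of euc1∆ and euc1-K231R differed in 70 genes by a limma test of the difference itself. This difference mixes the alleles with the URA3 marker of euc1-K231R and with the experiment. In 100 drawn regroupings of the arrays 1, the real one, gave as many, and the highest other count was 20. The regroupings mixed mutant with wild-type arrays within each experiment, so they stand for no effect in either mutant. They argue against chance only under that condition, and do not test whether the effects differ. Of the genes named, 25 were among them. Differences, euc1∆ minus euc1-K231R, were -4.34 for EUC1, -2.78 for URA3, -1.40 for PTR2, -0.88 for MED11, -0.55 for ICS2, -0.53 for MSH5, -0.51 for FCY22, -0.50 for AAP1, -0.42 for SDD2 and -0.24 for ACO1. On the positive side they were 1.24 for MDH2, 1.16 for YNL018C, 1.01 for RIB4, 0.98 for HSP12, 0.90 for SIP18, 0.87 for CSS1, 0.80 for URA1, 0.80 for URA4, 0.69 for YGL262W, 0.69 for FRE4, 0.66 for ADR1, 0.58 for HOP1, 0.34 for LSC2, 0.34 for MTD1 and 0.27 for GLN1. The array background limits those of EUC1 (mean of 3.75 in euc1∆), YNL018C (5.12 in euc1-K231R) and YGL262W (3.93 and 3.76 in experiment B), which lay below the S. pombe 95th percentile of 5.30.

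Probe sets outside the gene comparisons also carried signal. In euc1-K231R 3 probe sets that match several transcripts were called with adjustment over the S. cerevisiae probe sets (2 over all probe sets), with log2 fold changes of -1.74 for the set of YNL034W, 0.60 for that of YAR073W and -0.42 for that of CSS1. With adjustment over all probe sets, control probe sets for URA3 were higher in euc1-K231R by 3.60 at the start of the gene, 2.82 in its middle and 2.52 at its end, against 0.20, 0.03 and 0.03 in euc1∆. Of the S. pombe probe sets, which should have no target here, 2 were called higher in euc1-K231R with that same adjustment, by 0.58 and 0.50, with mean levels of 4.68 and 4.90 in the mutant.

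MED11 fell in euc1∆ and not in euc1-K231R, where the value was 0.11. The array medians of experiment A lay between 10.44 and 10.46, a small span beside the MED11 value of -0.76. This argues against a scaling difference between arrays. The fall stayed past the threshold after median centring (adjusted p = 0.0230) and quantile normalisation (adjusted p = 0.0156), within a range over all alternatives of 8.2e-05 to 0.160. On values already normalised by RMA such rescaling could move MED11 only little, so the kept call is no further support. MED11 is 1 of the 2 measured genes directly beside the deleted gene, and the chance that such a neighbour is among the other 6 called genes is 0.0021. That test was prompted by MED11 itself, and HFD1, on the other side, did not pass over all genes. Adjusted over the 4 measured neighbours alone, 1 was called lower and 1 higher. In its genetic interaction tests the study used strains with an additional copy of MED11. A local disturbance by the deletion stays open. An effect of the missing Euc1 protein stays open too, since no strain with an intact locus and no Euc1 was measured.

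COS8 was higher in both mutants. Signal from the other COS genes with a probe set is argued against. The largest value among the 8 other COS probe sets was 0.19 in euc1-K231R and 0.47 in euc1∆, below the 1.13 and 0.87 of COS8. Those of COS2, COS4 and COS7 match several transcripts. COS genes without a probe set under their name are not covered. A general rise of genes at chromosome ends is argued against too. The median of the 319 outermost genes was 0.011 ± 0.010 (SE) in euc1∆ and -0.04 ± 0.01 in euc1-K231R. Of these genes, with COS8 left out, 2 were called higher and 0 lower in euc1∆, and 1 higher and 4 lower in euc1-K231R. All genes called higher in euc1∆ besides COS8 were thus among them. A rise of a few genes at chromosome ends therefore stays open. A candidate explanation is that altered Euc1 raises COS8, a hypothesis found on these arrays and not tested. The mean of COS8 was 10.14 in wild type and 11.01 in euc1∆ in experiment A. In experiment B it was 8.49 in wild type and 9.62 in euc1-K231R. The wild types thus lay further apart than either mutant from its wild type. The experiments were taken as normalised separately, so this gap was not tested. It stays open whether unrelated strain differences at this locus contribute, as strains other than these were not analysed here.

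Most genes called in euc1-K231R fell, and a supplementary table of the study ascribes the changes of uracil synthesis genes to the URA3 marker. For pyrimidine synthesis the URA3 marker may be the source, since 2 of the 3 other targets of the regulator Ppr1, URA1 and URA4, were called lower and differed from euc1∆. The same group carries the marker, the exchanged residue and a lower EUC1 level. These cannot be told apart for the 37 other genes called lower outside pyrimidine synthesis and EUC1. In euc1∆ their median was 0.02 against -0.55 in euc1-K231R, 16 were lower, and the difference was called for 17. An earlier harvest stays open as well: ribosome biogenesis genes differed by -0.017, and the arrays of the groups overlapped (12.55 to 12.57 against 12.56 to 12.62 in wild type).

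For each mutant the 6 arrays make only 10 splits, too few for a share under 0.05. In euc1∆ the real split gave 7 genes and the highest other 0 (1 of 10 as large), 0 hotspot genes and the highest other 0 (10 of 10), and 4 lists with 11 in the highest other split (8 of 10). In euc1-K231R it gave 50 genes with 0 in the highest other (1 of 10), 3 hotspot genes with 0 (1 of 10) and 13 lists with 14 (2 of 10). In each experiment another split gave more lists than the real one, and no test told a structure of the arrays from correlation between genes above the preset 0.01. For the shared calls 1 of 100 pairs of splits gave as many and the highest other gave 0, but all other splits called 0 genes and could share none, so this count leaves chance open. For the correlation 29 of 100 gave one as large, the highest other being 0.284, so chance is not excluded.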

How the results depend on the processing

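Array weights, and hotspot counts in the authors' deposited table, were chosen after seeing the data. EUC1 kept its call in both mutants under all alternatives run, and of 36 named calls 9 passed in every setting. Over 1857 alternative values of named genes 1692 kept direction and side of the threshold, 122 lost and 42 gained a call, and DFP3 in euc1-K231R turned to 0.094 after quantile normalisation; 41 further sign changes of uncalled values within the spread were counted as kept.

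Genes called in euc1∆ (7) numbered 20 with a trended, robust prior, 11 after quantile normalisation, 1 with replicate number as a block, 12 in a 12-array fit, 2 over all probe sets (2 probe sets, both of genes used here), 14 in the authors' deposited table, 2 at 0.01, 11 at 0.1, 42 with array weights and 2 to 21 without 1 array. For euc1-K231R (50) they numbered 110 after median centring, 27 with the block, 124 in the 12-array fit, 20 over all probe sets (20 probe sets, 13 of them of genes used here), 13 in the authors' deposited table, 13 at 0.01, 121 at 0.1, 1892 with weights and 11 to 103 without 1 array. For the difference (70) they numbered 27 probe sets over all probe sets, 21 with the block, 15 at 0.01, 138 at 0.1, 1157 with weights and 21 to 75 without 1 array. The weights did not converge for euc1-K231R and the difference. Hotspot genes in euc1∆ (0) numbered 1 with the prior, 1 in the 12-array fit, 1 in the authors' deposited table (SSF2) and 0 to 2 without 1 array, and in euc1-K231R (3) 0 with the block, 0 in the authors' deposited table and 0 to 3 without 1 array. Lists numbered 0 with an estimated correlation and 0 by fry in both, 6 after quantile normalisation in euc1-K231R, and 3 to 8 in euc1∆ and 9 to 15 in euc1-K231R without 1 array. The overlap (2) was 1 without pyrimidine, marker and EUC1 genes, 1 with the block and 1 to 3 without 1 array, and r 0.0471 to 0.174. EUC1 ranged from -5.42 to -5.30 and from -1.06 to -0.98. The stricter and looser thresholds act by construction; otherwise the cause was not tested.

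Replicate numbers do not pair the arrays: residuals of arrays with the same number correlated at -0.20, 0.11 and -0.21 in experiment A and -0.22, -0.09 and 0.30 in experiment B. The planned test of wild type between experiments, with its alternatives, was not run. The mean over the 12 arrays was above the S. pombe 95th percentile for 5433 genes (97.3%) and not for 148, and 1 gene called in euc1∆ (EUC1) and 4 called in euc1-K231R (YNL018C, SPS22, PEX9 and LSO1) had a group mean at or below it.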

Other observations

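Values in this part were looked at after the results were seen, except the adjusted counts at 0.01. Within each experiment much of the variation among replicates ran along 1 axis, which took 49.1% of it in experiment A and 53.4% in experiment B. In experiment A euc1∆ replicate 3 (-0.73) and replicate 1 (0.55) lay at its ends, and in experiment B euc1-K231R replicate 3 (-0.59) and replicate 1 (0.57) did. Probe sets shared by several transcripts were not used for gene calls: that of YAR073W, from the family of IMP dehydrogenase genes in guanine nucleotide synthesis, was at -0.64 (adjusted p = 0.065 over the S. cerevisiae probe sets) in euc1∆ and 0.60 (adjusted p = 0.0013) in euc1-K231R.

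With limma on these arrays 2 genes passed an adjusted p of 0.01 in euc1∆ and 211 an unadjusted one, and 0 and 4 of the hotspot genes did. The study's count comes from RNA sequencing, a different assay, and its text does not say whether that P is adjusted, so the counts are not ranked here. For SSF2 the value was negative and for RCO1 positive, neither past the threshold, while SSF2 passed in the authors' deposited table (adjusted p = 0.0142).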
